# Loss of CDYL Results in Suppression of CTNNB1 and Decreased Endometrial Receptivity

**DOI:** 10.3389/fcell.2020.00105

**Published:** 2020-02-25

**Authors:** Xiaowei Zhou, Bufang Xu, Dan Zhang, Xiaoping Jiang, Hsun-Ming Chang, Peter C. K. Leung, Xiaoyu Xia, Aijun Zhang

**Keywords:** recurrent implantation failure, chromodomain Y like, catenin beta 1, migration, endometrial receptivity

## Abstract

Impaired endometrial receptivity is one of the major causes of recurrent implantation failure (RIF), although the underlying molecular mechanism has not been fully elucidated. In the present study, we demonstrated that chromodomain Y like (CDYL) was highly expressed in the endometrium at mid-secretory phase during the normal menstrual cycles. However, the expression of CDYL was downregulated in the endometrial tissues obtained from women with RIF, consistently with the protein level of LIF, which is a marker of endometrial receptivity. In *CDYL*-knockdown human endometrial Ishikawa cells, we identified 1738 differentially expressed genes (DEGs). Importantly, the *catenin beta 1* (*CTNNB1*) expression was dramatically reduced responding to the *CDYL* inhibition, both in Ishikawa cells as well as the primary endometrial epithelial and stromal cells. In addition, the expression of *CTNNB1*was decreased in the endometrium from RIF patients as well. These results suggested that the expression of CTNNB1 was regulated by CDYL in endometrium. The cell migration was impaired by *CDYL*-knockdown in Ishikawa cells and primary endometrial stromal cells (ESCs), which could be rescued by *CDYL* or *CTNNB1* overexpression. Collectively, our findings indicated that the decreased expression of CDYL may suppress endometrial cell migration capability by affecting CTNNB1 expression, which would contribute to poor endometrial receptivity in women with RIF.

## Introduction

Embryo implantation is a profound process composing of embryo apposition, adhesion, penetration, and invasion (Singh et al., 2011). Recurrent implantation failure (RIF) is defined as the absence of implantation after either transfer of three or more morphologically good quality embryos or placement of 10 or more embryos in several transfers (Koot et al., 2019). RIF has become an obstacle in assisted reproductive techniques and accounts for approximately 10% of women who fail to achieve a clinical pregnancy during their *in vitro* fertilization-embryo transfer (IVF-ET) treatment (Polanski et al., 2014; Macklon, 2017; Nowak et al., 2017). The etiologies for RIF are complex that involve multiple factors, including disturbed immune system, intrauterine adhesion, and poor endometrial receptivity. Among these factors, poor endometrial receptivity is the main cause for RIF (Timeva et al., 2014; Vlachadis et al., 2014; Craciunas et al., 2019). There have been researches using either microarray technology or to identify the transcriptomic signature of endometrial samples from RIF patients (Mahajan, 2015; Zhou et al., 2019). However, the pathogenesis of poor endometrial receptivity in RIF cases has not been fully elucidated yet.

Endometrial receptivity generally refers to the competence of the endometrium to accept an embryo during the implantation window (Miravet-Valenciano et al., 2015). Once the embryo forms the firm adhesion sites in the endometrial epithelium, the trophoblasts penetrate the epithelium and subsequently deeply infiltrate the maternal decidua stroma. Trophoblast cells proliferate, differentiate, and connect with the maternal vasculature to form a functional placenta (Robins, 2016; Zhang et al., 2018). During this process, the migration capability of endometrial epithelial cells (EECs) is enhanced, that EECs undergo apoptosis and migrate away from the implantation site, make a space for trophoblast penetration (Garrido-Gomez et al., 2012; Cui et al., 2018). At the same time, the migration of endometrial stromal cells (ESCs) is significantly increased, in order to accommodate the invading trophoblast. Inhibiting the motility of ESCs suppressed trophoblast invasion into the ESC monolayer (Grewal et al., 2008, 2010). Taken together, in endometrial cells, the dynamic regulation of migration ability is important for building endometrial receptivity. However, the molecular mechanism involved is largely unclear.

Human *Chromodomain Y* (*CDY*) genes are expressed specifically in the testis and implicated in male infertility. Although the Y-linked *CDY* genes are testis-specific, the autosomal *Chromodomain Y like* (*CDYL*) gene is ubiquitously expressed in many tissues (Lahn and Page, 1999; Ghorbel et al., 2014), probably regulated by sex hormones (Gill-Sharma et al., 2012). Functionally, CDYL has been reported involved in the regulation of cell migration. For instance, *CDYL* silencing has been shown to inhibit neuronal migration by transcriptionally repressing *RhoA* (Qi et al., 2014; Qin et al., 2017; Schoeler et al., 2018). In germline conditional knockout mice, targeted depletion of *Cdyl* led to a phenotype of teratozoospermia and infertility, indicating a crucial role of *Cdyl* in regulating spermatogenesis and male fertility (Xia et al., 2019). However, there has not been scientific report about the functions of *CDYL* in female fertility. In our previous studies, using the genome-wide expression profiling analysis, we verified that the expression of PECAM1 and TGF-β1 was clearly reduced in the mid-secretory endometrium of RIF group, which may contribute to the poor endometrial receptivity (Guo et al., 2018). Similarly, we found that expression of *CDYL* was significantly downregulated in the endometrium from women with RIF. These findings proposed that the decreased expression of *CDYL* may contribute to the poor endometrial receptivity, which would cause the occurrence of RIF. In this study, we explored the impact of inhibited expression of *CDYL* on endometrial cell behaviors, as well as the underlying molecular mechanisms.

## Materials and Methods

### Ethical Approval

All participants signed informed consent forms, and studies of human subjects were approved by the Institutional Ethics Committee of Ruijin Hospital, Shanghai Jiao Tong University, School of Medicine.

### Participants and Endometrial Biopsies

Biopsies were collected at the Reproductive Medical Center of Ruijin Hospital from December 2015 to December 2019. A total of 44 mid-secretory phase endometrial specimens (Table 1) were obtained from the RIF patients (*n* = 22) and controls (*n* = 22) at day LH + 7 using pipe suction curettage (LILYCLEANER, Shanghai, China). Women with a history of no pregnancy after at least three times of embryo transfers (including a total of ≥four good-quality embryos) were identified as RIF patients. Women suffering from secondary infertility with tubal factor (tubal obstruction factor on hysterosalpingography or having tubal ligation) who underwent a clinical pregnancy after the first embryo transfer were assigned as controls. Tubal factor infertility cases caused by hydrosalpinx, salpingitis, etc., were excluded. The inclusion and exclusion criteria for both groups were the same as described previously (Guo et al., 2018; Xu et al., 2018). In addition, for the isolation of primary EECs and ESCs, another 12 mid-secretory phase endometrial samples from controls were obtained (Grewal et al., 2008).

**TABLE 1:** Demographic characteristics of the women in control and RIF groups recruited in this study.

**Variable**	**Control (*n* = 22)**	**RIF (*n* = 22)**	***P***
Age (years)	30.68 ± 3.83	31.63 ± 3.81	0.412
BMI (kg/m^2^)	22.05 ± 2.11	21.35 ± 1.72	0.251
Basal FSH level (mIU/mL)	6.48 ± 1.52	6.62 ± 1.99	0.804
Basal LH level (mIU/mL)	4.04 ± 2.26	3.22 ± 1.71	0.187
Basal E_2_ level (pg/mL)	37.21 ± 13.04	39.18 ± 18.84	0.693
Times of embryo transfers	1 (1,1)	4 (3,10)	<0.001
Number of embryos per transfer	1.68 ± 0.48	1.69 ± 0.47	0.972
Average score of day 3 embryos transferred	7.49 ± 0.69	7.69 ± 0.74	0.144
Score of transferred blastocysts	(0/0, 0%)	3BB (16/65, 25%) 4AB (26/65, 40%) 4BB (23/65, 35%)	

*Data presented as mean ± SD or frequency. The difference between control and RIF patients was analyzed by an independent samples *t*-test except “times of embryo transfers,” which was calculated by independent-samples Mann–Whitney *U*-test (median, range). BMI, body mass index; FSH, follicle stimulating hormone; LH, luteinizing hormone; E_2_, estradiol.*

At the same time, 20 endometrial tissues of proliferative phase were staged and obtained from controls as follows (Table 2): early proliferative (cycle day 3–4), *n* = 8; late proliferative (cycle day 11–13), *n* = 12.

**TABLE 2:** Demographic characteristics of the women in proliferative phase recruited in this study.

**Variable**	**Early proliferative phase (*n* = 8)**	**Late proliferative phase (*n* = 12)**	***P***
Age (y)	29.13 ± 3.72	29.25 ± 3.93	0.944
BMI (kg/m^2^)	22.40 ± 1.49	22.10 ± 3.05	0.798
Basal FSH level (mIU/mL)	6.95 ± 1.30	7.15 ± 2.36	0.831
Basal LH level (mIU/mL)	5.48 ± 2.71	4.62 ± 1.47	0.209
Basal E_2_ level (pg/ml)	43.38 ± 18.57	40.58 ± 12.21	0.688

*Data presented as mean ± SD. The differences of age, BMI, basal FSH, LH and basal E_2_ levels between three menstrual phase groups were analyzed by an independent samples *t*-test. BMI, body mass index; FSH, follicle-stimulating hormone; LH, luteinizing hormone; E_2_, estradiol.*

### RNA Extraction and RT-qPCR

Total RNA was extracted using the TaKaRa MiniBEST Universal RNA Extraction Kit according to the manufacturer’s instructions (Cat No. 9767, Takara, Tokyo, Japan). The quality of RNA was verified by the absorbance ratio of A260/230 and A260/280 using NanoDrop ND-1000 (Thermo Fisher, Waltham, MA, United States). For reverse transcription, 1.0 μg of RNA per sample was reverse transcribed using an Oligo (dT) primer and PrimeScript RT Enzyme Mix (Takara). The quantitative real-time PCR reaction was prepared using the SYBR Premix Ex Taq Kit (Takara) and performed using an ABI 7500 System (Life Tech, Applied Biosystems, Beverly, MA, United States). Each reaction included an initial denaturation step at 95°C for 30 s, followed by 40 cycles of amplification at 95°C for 5 s and annealing at 60°C for 34 s. The primers used in the experiments are listed in Supplementary Table S1. All assays were run in triplicates. Relative quantification of the mRNA levels was calculated based on the comparative cycle threshold (Ct) method with *GAPDH* as the endogenous control.

### Protein Preparation and Western Blot

Proteins were extracted by lyzing frozen endometrial samples using electric homogenizer GH-B (HYQ, United States), and cells with the radio immunoprecipitation assay (RIPA) lysis buffer (Thermo Fisher Scientific) supplemented by 1% protease inhibitor cocktail (Roche, Basel, Switzerland). The lysates were then centrifuged at 12,000 × *g* for 10 min at 4°C to collect the supernatant. Protein concentrations were measured using the BCA protein assay kit (Beyotime, China). Equal amounts of proteins (30 μg) were separated using 10% sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene difluoride membranes (Millipore, Billerica, MA, United States). Membranes were blocked in 5% non-fat milk in Tris-buffered saline and 0.1% Tween 20, probed with protein-specific primary antibodies, incubated with HRP-conjugated secondary antibodies, and visualized via enhanced chemiluminescence (Millipore). Primary antibodies used in this study are listed in Supplementary Table S2. Quantification was performed using the built-in functions of Image J 1.46r (National Institutes of Health, United States) and normalized to GAPDH (Gallo-Oller et al., 2018).

### Immunohistochemistry and Immunofluorescence

Primary endometrial tissue samples were fixed with 4% paraformaldehyde (PFA); 5 μm paraffin sections were prepared using standard procedures. For the immunohistochemical assays, the sections were sealed in 5% w/v bovine serum albumin for 30 min at room temperature and then incubated with primary antibodies at 4°C overnight. The primary antibodies are listed in Supplementary Table S2. Non-immune IgG was substituted for the primary antibody as the negative control. On the following day, the slides were then stained with the corresponding secondary antibodies followed by diaminobenzidine (Agilent Technologies, Santa Clara, CA, United States) and hematoxylin counterstaining.

Images were recorded under the microscope BX53F (Olympus, Tokyo, Japan). H-score was performed to compare the expression of CDYL in IHC staining. H score = Σpi(i + 1), where i was the intensity of staining (range from 0 for negative staining to 3 for the most intense staining), and Pi was the percentage of cells stained at each intensity (0–100%).

### Cell Culture

The human EEC line Ishikawa was obtained from European Collection of Authenticated Cell Cultures (ECACC), and were authenticated by DNA profiling using short tandem repeat (STR) analysis (Supplementary Figure S1A) and mycoplasma free (Supplementary Figure S1B). Isolation of primary human EECs and ESCs was performed as previously described (Xu et al., 2018)^.^ Briefly, endometrial biopsy samples were processed within 4 h of collection. The tissue was rinsed with PBS and minced into small pieces, then were digested with 1 mg/mL collagenase type I (Thermo Fisher Scientific) in a 37°C incubator with shaking for 30 min. The mixture was then passed through two 100 and 40 μm sieves successively (Millipore). The epithelial cells were hold by the 40 μm sieve and the filtrate contained stromal cells and a few epithelial cells. Then the 40 μm sieve was washed with PBS to collect the epithelial cells. Primary EECs or ESCs were pelleted, respectively, by centrifuged at 100 *g* for 5 min. Epithelial cells were plated into the collagen coated culture flask. The immunofluorescence staining of Cytokeratin 7 was performed on the cultured primary EECs for identification (Supplementary Figure S5). For stromal cells culture, the medium was refreshed 30 min later to remove the epithelial cell contamination. Ishikawa cells, primary human EECs, and ESCs were cultured in DMEM/F12 medium (Thermo Fisher Scientific). All cell medium was supplemented with 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin. Cells were cultured at 37°C under 5% CO_2_ in humidified air, and harvested by brief incubation in 0.25% (w/v) Trypsin-EDTA (Thermo Fisher Scientific). The medium was renewed every 2–3 days.

### ShRNA Knockdown and Plasmid Over-Expression of *CDYL*

Short hairpin RNA (shRNA) against human *CDYL* and negative control shRNA were purchased from Hanbio (Shanghai, China), the targeting sequence of *CDYL* was cloned into (pHB-U6-MCS-CMV-ZsGreen-PGK-PURO) plasmid, while *CDYL* over-expression and mock plasmids were purchased from FulenGen (Guangzhou, China). Cells were transfected with shRNAs or plasmids according to the manufacturer’s instructions. Briefly, for the *CDYL* knockdown assay, the Ishikawa cells, primary EECs, and ESCs were seeded at 30% confluence 24 h prior to shRNAs transfection in 60 mm dishes, and were incubated with 2 × 10^7^ TU/mL shRNAs, along with 10 μg/mL polybrene. The transduced cells were selected with puromycin (1 μg/mL) after 3 days of transduction. For the over-expression assay, cells were seeded at 70% confluence 24 h prior to over-expression plasmids transfection in 6-well plates; 1 μg over-expression plasmids, 4 μL X-tremeGENE 9 DNA transfection reagent (Roche), and 200 μL Opti-MEM (Thermo Fisher Scientific) were mixed and incubated for 15 min at room temperature. Cells were then transfected by the mixture and incubated for 72 h. The knockdown and over-expression efficiency was determined with RT-qPCR and Western blot. 

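*CDYL* (ENSG00000153046) encodes a chromodomain protein that acts as a transcriptional corepressor, and it lies on the plus strand of chromosome 6 of GRCh38 from 4706159 to 4955551. The target listed for *CDYL*-sh1, GCGTCTTCTGTTGTGGACTTGACTT, matches exon 4 of the 7 exons of the canonical transcript ENST00000397588 from 4937644 to 4937668, and all 25 bases are coding. The target listed for *CDYL*-sh3, GAGATATTGTGGTCAGGAA, matches exon 3 from 4935686 to 4935704, with all 19 bases coding. Both targets match 7 of the 9 annotated *CDYL* transcripts and no transcript of another gene over their full length. The sequence listed for *CDYL*-sh2, GCAAGATAATGGGAGGAGCATCTGCA, has no full-length match in any annotated transcript. Its nearest *CDYL* site matches 25 of the 26 bases in 5 transcripts and carries the substitution G1C, with positions counted from 1 at the 5′ end of the listed sequence. That site crosses the junction of exons 5 and 6, with 23 bases from 4943734 to 4943756 and 3 bases from 4952266 to 4952268. The negative control sequence, TTCTCCGAACGTGTCACGTAA, matches no annotated transcript over its 21 bases, and its closest stretch of *CDYL* has 9 mismatches. The sequences were compared with the transcripts of GENCODE release 44 on GRCh38, and partial matches to other genes were not searched.

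**Figure D1:**
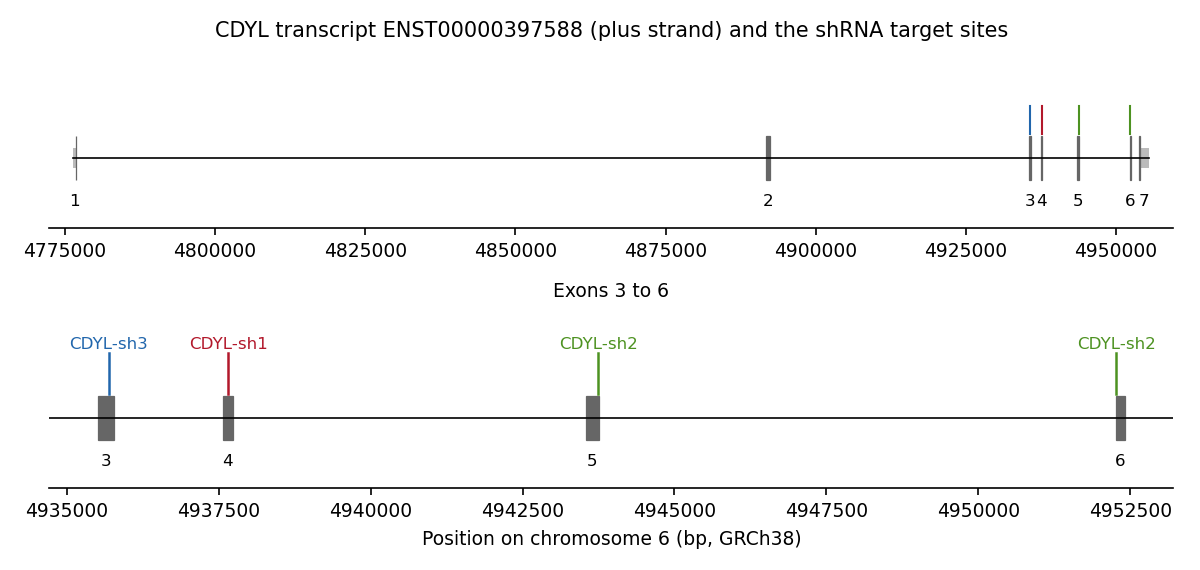
Exons of the *CDYL* transcript ENST00000397588 along chromosome 6 (bp, GRCh38), drawn to scale for the whole transcript above and for exons 3 to 6 below, with coding parts tall and untranslated parts low. The coloured lines mark the target of *CDYL*-sh3 in exon 3, that of *CDYL*-sh1 in exon 4 and the nearest site of *CDYL*-sh2, with 1 mismatch, across exons 5 and 6.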

The targeting sequences of *CDYL* shRNA used in this study are listed in Supplementary Table S3.

### Whole-Genome Expression Profile Analysis

Total RNA were extracted from the negative control and *CDYL*-knockdown Ishikawa cells using the TRIzol^®^ Reagent according the manufacturer’s instructions (Thermo Fisher Scientific), and genomic DNA were removed using DNase I (TaKara). RNA-seq transcriptome library was prepared following TruSeq^TM^ RNA sample preparation Kit from Illumina (San Diego, CA, United States). The paired-end RNA-seq sequencing library was sequenced with the Illumina HiSeq 4000 (2 × 150 bp read length). After quality control, the clean reads were separately aligned to reference genome (GRCh38.p10) with orientation mode using TopHat software^1^ (version 2.0.0). Then principle components analysis (PCA), differential expression gene (DEG) analysis, and functional enrichment analysis were carried out according to the previously published methods (Guo et al., 2018) (GSE141239). The protein–protein interaction (PPI) network of selected DEGs was constructed by String and Cytoscape online tools. The interaction between marker genes of endometrial receptivity was constructed based on the published references using String^2^ and Cytoscape 3.6.1 (National Resource for Network Biology).

### Cell Migration Assay

For the wound healing experiment, Ishikawa cells and ESCs (1 × 10^6^ cells) with or without treatment were plated onto six-well plates for 24 h to reach sub-confluence. Then, the cell surface was scratched with a pipet tip to form a cell-free gap. Cells were rinsed carefully with PBS and cultured in serum deprivation media (DMEM/F12 medium with 0.1% FBS). The percentage of closure was measured at 0, 24, and 48 h, respectively. Images were analyzed with the Image J 1.46r (Nunes and Dias, 2017).

Transwell migration assay was performed as previously described (Chen et al., 2018). Briefly, 5 × 10^4^ Ishikawa cells, EECs, and ESCs cells were suspended in 100 μL serum-free DMEM/F12 medium and seeded into the upper chamber of each insert. Then, 600 μL of DMEM containing 15% FBS was added to a 24-well plate. After incubation for 48 h at 37°C in 5% CO_2_, cells that had migrated were stained with crystal violet and then counted under optical microscope. Two observers counted by hand independently. Each experiment was repeated three times.

### Trophoblast Outgrowth Analysis

Endometrial stromal cells were isolated and cultured from four biopsies of controls, as described above. ESCs transfected with *CDYL* shRNA or negative shRNA were grown to confluence in a 24-well plate. Cells were then decidualized by treatment with 10 nM β-estradiol (E2758, Thermo Fisher Scientific), 1 μM progesterone (V900699, Thermo Fisher Scientific), and 1 mM 8-Br-cAMP (ab141448, Abcam) for 48 h. Then hatched blastocysts from C57BL/6 mice with a normal morphology were cocultured with confluent monolayers of decidualized ESCs for 72 h in DMEM/F12 complete medium. The morphological images were captured by microscope TS2 (Nikon, Tokyo, Japan). The trophoblast outgrowth areas were outlined manually and measured using Image J 1.46r.

### Statistical Analysis

Means of every group were compared by two-tailed Student’s *t*-test with unequal variance assumed. Differences between more than two groups were compared using one-way analysis of variance if normality (and homogeneity of variance) assumptions are satisfied. Multiple comparisons were analyzed based on Bonferroni test. Otherwise, the Kruskal–Wallis test followed by Mann–Whitney *U*-test was performed to analyze the data. Threshold values, sensitivity, and specificity were calculated using receiver operating characteristic (ROC) curves. All statistical analysis was performed using the SPSS 23.0 (IBM, United States) and statistical significance was defined as *P* < 0.05.

## Results

### Demographic Characteristics

The demographic characteristics of the recruited control group and RIF group are summarized in Table 1. Except for the times of embryos transfers, there was no significant difference between these two groups (*P* > 0.05). Similarly, no significant difference among the two different menstrual phase groups, according to the demographic characteristics listed in Table 2.

### *CDYL* Was Upregulated in the Endometrium of Mid-Secretory Phase but Decreased in RIF Cases

Our previous microarray assay found that there were 2519 differentially expressed genes (DEGs) identified in the RIF group, with a fold change of > 2 and an adjusted *P*-value of < 0.05 (NCBI GSE103465) (Guo et al., 2018). Among these DEGs, *CDYL* was significantly decreased in the RIF group (Figure 1A). In the present study, this finding was confirmed by RT-qPCR and Western blot analyses. As shown in Figure 1B, the mRNA level of *CDYL* dropped in the RIF group (*P* < 0.05). Similarly, the protein level of CDYL was much lower in women with RIF (*P* < 0.001) (Figures 1C,D and Supplementary Figure S4), consistent with the protein level of the endometrial receptivity marker LIF (Figure 1C).

**FIGURE 1:**
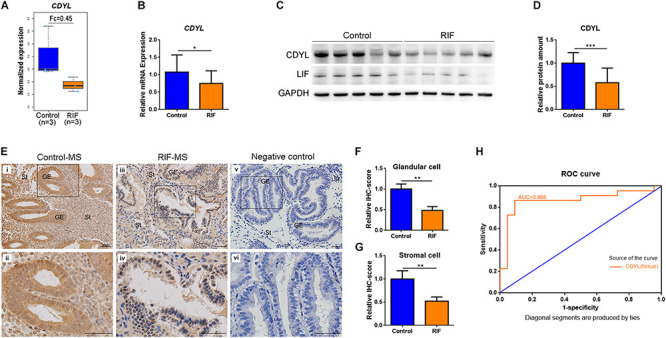
The expression of *CDYL* was significantly decreased in the endometrium of women with RIF. **(A)** The expression levels of *CDYL* in the control (*n* = 3) and RIF (*n* = 3) groups using microarray assay. **(B)** The mRNA levels of *CDYL* in the endometrium of the control (*n* = 22) and RIF (*n* = 22) groups. **(C)** Representative western blot analysis of CDYL and LIF in the control and RIF groups. **(D)** Densitometric quantification of CDYL in the endometrium of the control (*n* = 22) and RIF (*n* = 22) groups. **(E)** Immunohistochemistry staining and **(F,G)** semi-quantification of CDYL protein expression in the control (*n* = 5) and RIF patients (*n* = 5). Bar = 50 μm. **(H)** Receiver operating characteristic (ROC) curve plotting of the true positive vs. false positive rate, and the optimal cutoff value for endometrial issue for CDYL measurements. All data are presented as mean ± SD. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001.

We then executed the immunostaining in aim to investigate the cellular localization of CDYL in the human endometrial tissue. The results showed that CDYL was strongly expressed in both the epithelial and stromal cells at the mid-secretory phase in the control group (Figures 1Ei,ii). However, the signal of CDYL was dramatically reduced in the endometrial cells of women with RIF (*P* < 0.01) (Figures 1Eiii,iv,F,G). Using ROC curve analysis, we further verified a potential functional role of CDYL in evaluating endometrial receptivity, as the ROC area under the curve (AUC) was 0.866 [0.744–0.988] for tissue CDYL measurements (Figure 1H).

We then measured the expression of *CDYL* mRNA and protein in the endometrial tissues during the normal menstrual cycle. As shown in Figure 2, the mRNA and protein levels of *CDYL* increased in the endometrium from the early proliferative phase to mid-secretory phase, with a peak level in the mid-secretory phase. These results suggested that CDYL might be involved in the regulation of the endometrial receptivity.

**FIGURE 2:**
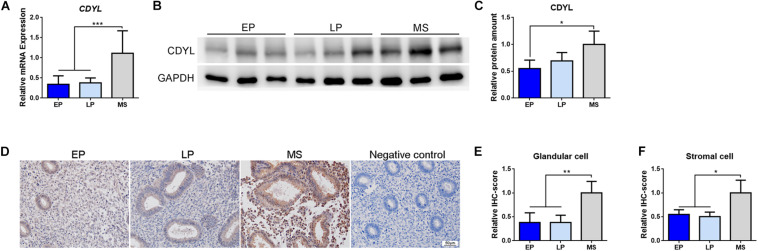
The expression of *CDYL* was increased in the endometrium during the menstrual cycle. **(A)** RT-qPCR, **(B)** Western blot analysis, and **(C)** densitometric quantification of CDYL expression in endometrium during the menstrual cycle. EP, early proliferative phase, *n* = 8; LP, late proliferative phase, *n* = 12; MS, mid-secretory phase, *n* = 22. **(D)** Immunohistochemistry staining and **(E,F)** semi-quantification of CDYL protein expression in endometrial cells during the normal menstrual cycle. EP, *n* = 5; LP, *n* = 5; MS, *n* = 5. All data are presented as mean ± SD. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001.

### Knockdown of *CDYL* Affected the Migration Ability and Transcriptome Profile in Ishikawa Cells

Based on the above findings, we suppressed the expression of *CDYL* by shRNA approach in human endometrial cell line Ishikawa (Figures 3A,B). The inhibition efficiency was 83.45 ± 5.07% by *CDYL*-sh1 and 88.51 ± 4.64% by *CDYL*-sh3. As a consequence, the cell migration ability was inhibited in *CDYL*-sh Ishikawa cells (*P* < 0.01) (Figures 3C,D).

**FIGURE 3:**
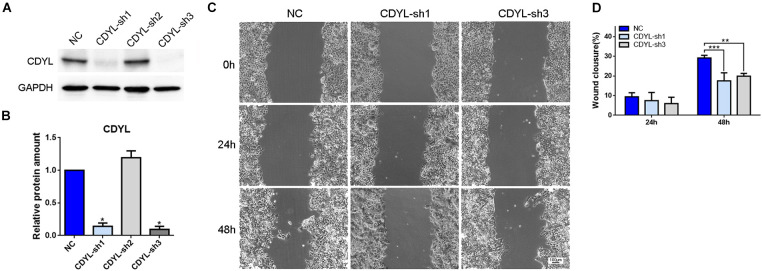
*CDYL* knockdown suppressed the cell migration capability in Ishikawa cells. The CDYL-knockdown efficiency was shown by Western blot analysis **(A)** and densitometric quantification **(B)**. **(C)** Wound healing assay was used to examine the effect of *CDYL* silencing on cell migration. **(D)** The histograms show the quantitated percentage of wound closure. Bar = 100 μm. *N* = 3. All data are presented as mean ± SD. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001.

Therefore, we compared the transcriptome between the *CDYL*-sh Ishikawa cells and their control counterparts using high-throughput RNA sequencing (RNA-seq) (*n* = 2 each) (GSE141239). 

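*CDYL* mRNA was lower in both *CDYL*-sh libraries than in both control libraries. It stood at 50.4 and 53 CPM (counts scaled by library size) in the controls and at 11.4 and 9.70 CPM in *CDYL*-sh. The *CDYL*-sh level was 20.5% of the control level, a log2 fold change of -2.29 (standard error 0.13, adjusted p = 4.26e-09 from edgeR's quasi-likelihood test). Of 12 commonly used reference genes, *TFRC*, the transferrin receptor, was higher in *CDYL*-sh by a log2 fold change of 0.71 (standard error 0.12), and the other 11 did not pass the test, with the same count adjusted over the list alone. *GAPDH* had a log2 fold change of -0.09 (standard error 0.13) and *ACTB* of -0.14 (standard error 0.12).

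Ishikawa is an established line of human endometrial adenocarcinoma cells. RNA from cells with a negative control shRNA and from cells with a *CDYL* shRNA was sequenced as paired-end reads, with 2 libraries in each group. The deposited values are expected read counts per gene, estimated by the authors, and FPKM. The authors aligned the clean reads to GRCh38.p10 with TopHat, and the submitters' processing notes also name RSEM and edgeR. The control libraries held 27688447 and 26981051 counts, and the *CDYL*-sh libraries held 27451007 and 22341852. Between 21263 and 21927 of the 58522 listed genes had a count in a library.

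The counts were rounded to whole numbers, normalized by TMM and tested with edgeR's quasi-likelihood test on the 16158 genes that its filter on low counts kept. The p-values were adjusted by Benjamini-Hochberg over these genes, with a threshold of 0.05. Across genes, which are not independent replicates, the Pearson correlation of log2 CPM was 0.988 between the control libraries, 0.989 between the *CDYL*-sh libraries, and 0.971 to 0.976 between libraries of different groups. The labels number the control libraries 1 and 2 and name the *CDYL*-sh libraries sh1 and sh2. Neither the labels nor the paper's text says whether sh1 and sh2 are replicates or the hairpins *CDYL*-sh1 and *CDYL*-sh2 of Table S3. In the Western blot of Fig. 3A, read by eye, CDYL protein is low with *CDYL*-sh1 and *CDYL*-sh3 but not with *CDYL*-sh2. The title of Table S3, however, calls the listed sequences effective, and *CDYL*-sh2 is among them. *CDYL* mRNA was low in both libraries, so the hairpin of library sh2, called *CDYL*-sh replicate 2 here, is not known. Nor is it stated whether the 2 libraries of a group came from separate cultures.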

We identified 1738 DEGs in the *CDYL*-sh group (Figure 4A). 

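In *CDYL*-sh Ishikawa cells, 2201 genes were higher and 1956 were lower than in control cells. These are 25.7% of the 16158 genes tested, at an adjusted p under 0.05 from edgeR's quasi-likelihood test with 2 libraries in each group. *UNC13A*, which primes synaptic vesicles for release, had the largest rise among genes with a mean of at least 5 CPM. It went from 1.6 ± 0.231 CPM (SD, n = 2) in control to 30.2 ± 2.70 CPM (SD, n = 2) in *CDYL*-sh, a log2 fold change of 4.24 (standard error 0.19, adjusted p = 1.75e-10 from edgeR). The background potassium channel *KCNK3* had a log2 fold change of 3.70 (standard error 0.28), which became 4.35 without control replicate 2. *CHGA*, which encodes chromogranin A of secretory granules, rose by 2.72 on the log2 scale (standard error 0.16), and *CAMK2N2*, an inhibitor of calmodulin-dependent kinase, by 2.59 (standard error 0.18). The hypoxia-induced genes *NDUFA4L2* and *NDRG1* rose by 2.53 (standard error 0.21) and 2.1 (standard error 0.17), and *MAL*, a membrane protein of apical transport, by 2.09 (standard error 0.19). *RGPD6*, one of several near-identical paralogs that share reads, had a log2 fold change of 2.13 (standard error 0.46). Its value became 3.73 without control replicate 1, 1.39 without control replicate 2 and 1.26 without *CDYL*-sh replicate 2.

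Besides *CDYL* itself, the transcription factor gene *TCFL5* fell from 109 ± 0.806 CPM (SD, n = 2) to 26.5 ± 2.75 CPM (SD, n = 2), a log2 fold change of -2.05 (standard error 0.12, adjusted p = 3.55e-09 from edgeR). *TAGLN*, which encodes the actin-binding protein transgelin, had a log2 fold change of -2.05 (standard error 0.20). *COL8A2*, a collagen chain, had one of -1.90 (standard error 0.22), and *FSD1* one of -1.86 (standard error 0.22). *GDPD5*, a glycerophosphodiester phosphodiesterase, and *SLC36A1*, a proton-coupled amino acid transporter, each had a log2 fold change of -1.84 (standard error 0.13). *TMEM203* had 302 and 329 expected counts in the control libraries and is listed at 0 in both *CDYL*-sh libraries, at least 194-fold lower against a floor of 3 counts over the group. It lies on chromosome 9 of GRCh38 from 137204082 to 137205648 and overlaps its neighbour *TPRN* by 112 bp, and in the control libraries only the sum of the counts of both genes is a whole number, so some reads were divided between them.

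The direction of change moved with base composition. Of the genes with a GC content under 40%, 26.1% were higher and 4.03% were lower in *CDYL*-sh, and of those with 50 to 55% GC, 7.05% were higher and 18.7% were lower. The shares were close again at a GC content of 60% or more, with 11.5% higher and 12.8% lower. With offsets for GC content and gene length, chosen after seeing the data, these shares were 16.4% higher and 17.9% lower under 40% GC, and 14.0% higher and 17.8% lower at 50 to 55% GC. Over all genes, 2517 were then higher and 2806 lower, so the majority direction turned. Of all DEGs, 770 changed by more than 2-fold. The number of DEGs was 2082 without *CDYL*-sh replicate 2, and 461 or 507 with limma on log2 FPKM with a pseudocount of 1 or 0.1.

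**Figure D2:**
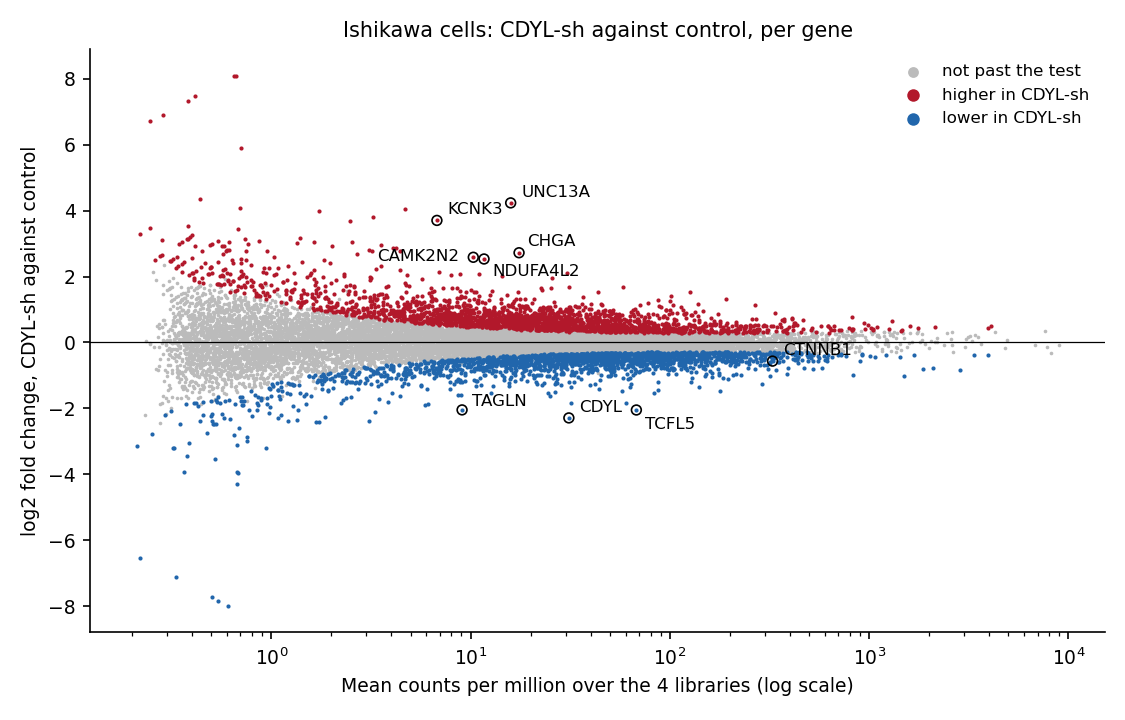
Log2 fold change of each tested gene, *CDYL*-sh against control, over its mean CPM in the 4 libraries (log axis), with genes past the test in red (2201 higher) and blue (1956 lower) and the others in grey. *UNC13A* lies at 4.24 and *CDYL* at -2.29, and *TMEM203*, listed at 0 in *CDYL*-sh, is not drawn.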

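Genes of the actin cytoskeleton changed in both directions in *CDYL*-sh cells. Of 122 measured regulators and components of the actin cytoskeleton, 25 were higher, 28 were lower and 69 did not pass the test (30 higher and 31 lower when adjusted over the list alone). Among them, the filament-binding proteins calponin 2 (*CNN2*) and filamin A (*FLNA*) had log2 fold changes of -1.27 (standard error 0.11) and -1.01 (standard error 0.11). The monomer-binding profilin gene *PFN2* had one of -1.07 (standard error 0.10).

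Of 66 microtubule motor genes, 17 were higher, 10 were lower and 39 did not pass the test (19 and 10 adjusted over the list alone). The kinesin gene *KIF21A* and the axonemal dynein gene *DNAH6* rose by 1.12 (standard error 0.16) and 2.05 (standard error 0.23) on the log2 scale, while *KIF26B* had a log2 fold change of -1.15 (standard error 0.16). Of 74 other microtubule-binding proteins, 19 were higher, 8 were lower and 47 did not pass the test, with the same counts adjusted over the list alone. *CKAP5*, a microtubule polymerase, rose by 1.03 (standard error 0.12), and the plus-end protein gene *CLIP1* by 0.95 (standard error 0.14). Of 117 genes of cell migration and matrix, 24 were higher, 15 were lower and 78 did not pass the test (27 and 15 adjusted over the list alone). The integrin genes *ITGB8* and *ITGA2* rose by 1.91 (standard error 0.23) and 1.19 (standard error 0.16), the laminin gene *LAMA3* rose by 0.93 (standard error 0.12), and the metalloproteinase inhibitor gene *TIMP2* had a log2 fold change of -1.30 (standard error 0.17). Of 41 cell junction genes, 7 were higher, 6 were lower and 28 did not pass the test (10 and 8 adjusted over the list alone). Among them, the catenin gene *CTNND1* had a log2 fold change of -0.73 (standard error 0.11).

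DEGs were over-represented in the actin list (adjusted p = 0.000187 over 37 lists, one-sided Fisher's exact test) and among the motors (adjusted p = 0.0183). They were not over-represented past the threshold among the microtubule-binding proteins (adjusted p = 0.0749), the migration genes (adjusted p = 0.0923) or the junction genes (adjusted p = 0.400). Among higher genes alone, the motors (adjusted p = 0.0253) and the microtubule-binding proteins (adjusted p = 0.0188) passed, and among lower genes alone the actin list did (adjusted p = 0.00700). The background was all genes tested and was not matched for expression level. A part played by the expression level of the listed genes is therefore not excluded. None of these 5 lists moved as a whole in one direction by camera, with adjusted p from 0.111 to 0.952. Over 18 alternatives, the actin list passed in 18, the motors in 12, the microtubule-binding proteins in 6, the migration genes in 5 and the junction genes in 2. With offsets for GC content and gene length, chosen after seeing the data, the motors did not pass (adjusted p = 0.131, within 2.98e-05 to 1.0 over the alternatives), nor did they without control replicate 2 (adjusted p = 0.211) or *CDYL*-sh replicate 1 (adjusted p = 0.0515).

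**Figure D3:**
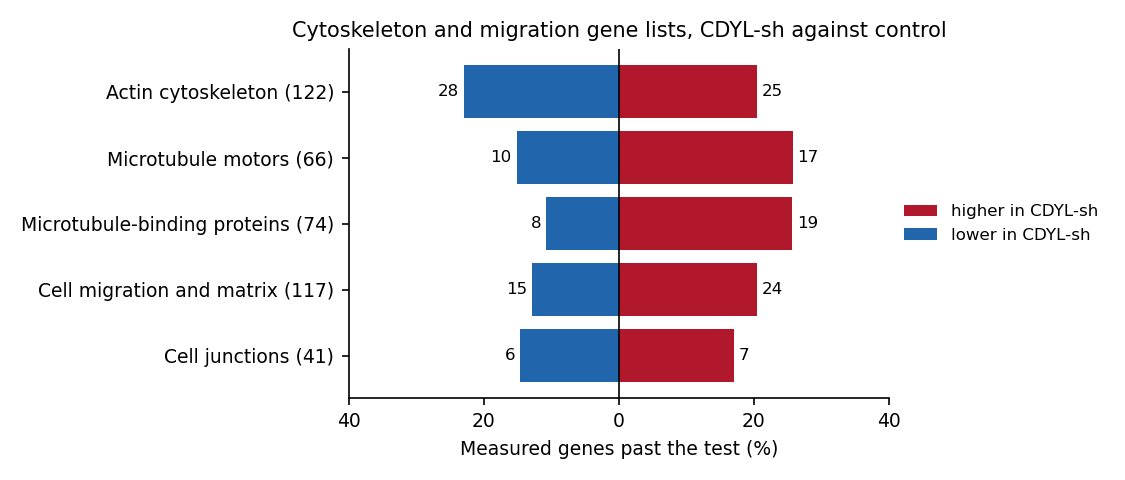
Percent of the measured genes of each list past the test, higher (red, to the right of 0) or lower (blue, to the left) in *CDYL*-sh, with the number of genes at each bar and the number measured in parentheses. The actin list has 28 genes lower and 25 higher, and each of the other lists has more higher than lower.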

Interestingly, we noticed a class of DEGs enriched in the clusters of cytoskeleton and migration regulation, as shown in the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) analyses based on their biological processes and molecular functions (Figures 4B–D, terms in red). Using String and Cytospace online tools, genes in these clusters were mapped into an interaction network (Figure 4E and Supplementary Figure S2). 

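Transcripts of *CTNNB1*, *NOTCH1* and *GJA1* were lower in both *CDYL*-sh libraries than in both control libraries. *CTNNB1* (ENSG00000168036) encodes beta-catenin, which links cadherins to the actin cytoskeleton and carries canonical Wnt signals, and lies on the plus strand of chromosome 3 of GRCh38 from 41194741 to 41260096. It measured 391 ± 9.24 CPM (SD, n = 2) in control and 264 ± 34.0 CPM (SD, n = 2) in *CDYL*-sh. This is a log2 fold change of -0.57 (standard error 0.11, adjusted p = 0.00129 from edgeR's quasi-likelihood test), or 1.48-fold lower. *NOTCH1* (ENSG00000148400), a receptor for membrane-bound ligands on neighbouring cells, lies on the minus strand of chromosome 9 from 136494433 to 136546048. Its level was 118 ± 3.92 CPM (SD, n = 2) in control and 69.1 ± 10.3 CPM (SD, n = 2) in *CDYL*-sh, a log2 fold change of -0.76 (standard error 0.12, adjusted p = 0.000124 from edgeR). *GJA1* (ENSG00000152661), a connexin of gap junctions, lies on the plus strand of chromosome 6 from 121435595 to 121449727. It measured 14.4 ± 0.158 CPM (SD, n = 2) in control and 8.63 ± 1.12 CPM (SD, n = 2) in *CDYL*-sh, a log2 fold change of -0.73 (standard error 0.17, adjusted p = 0.00355 from edgeR). The positions are those of GENCODE release 44, a later annotation than the one the counts were made with, on the same genome build.

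The fall of *GJA1* did not pass the test without *CDYL*-sh replicate 2 (log2 fold change -0.60, adjusted p = 0.0869, within 0.000247 to 0.110 over 18 alternatives). With limma on log2 FPKM, none of the 3 genes passed, and *CTNNB1* had an adjusted p of 0.0697 with a pseudocount of 1 and 0.0692 with 0.1, against a lowest value of 4.07e-06 over the alternatives.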

Strikingly, we found genes including catenin beta 1 (*CTNNB1*), *NOTCH1* (notch receptor 1), and *GJA1* (gap junction protein, alpha), which are well-known regulators of endometrial receptivity (Zhang et al., 2012; Van Sinderen et al., 2014; Winterhager and Kidder, 2015; Su et al., 2016; Yu et al., 2017; Zheng et al., 2017), centered in this network. In addition, transcripts of *EPHA2* (EPH Receptor A2), *IL6ST* (Interleukin 6 Signal Transducer), *JAG1* (Jagged canonical notch ligand 1), *MSX1* (msh homeobox 1), *PLA2G4A* (phospholipase A2, group IVA), *TGFB1* (transforming growth factor beta 1), *SPHK1* (sphingosine kinase 1), and *VANGL2* (VANGL planar cell polarity protein 2) exhibited > 1.5-fold change of expression (red dot), which have been proved functional in the endometrial receptivity regulation. 

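With *CTNNB1*, *NOTCH1* and *GJA1*, the paper names 11 receptivity genes, of which 8 were lower and 3 were higher in *CDYL*-sh and each passed the test, with the same counts adjusted over the list alone. The study chose these genes on these samples, so neither count is independent evidence. The homeobox transcription factor gene *MSX1* measured 341 ± 10.8 CPM (SD, n = 2) in control and 195 ± 2.14 CPM (SD, n = 2) in *CDYL*-sh. Its log2 fold change was -0.81 (standard error 0.10, adjusted p = 2.69e-05 from edgeR's quasi-likelihood test). The receptor tyrosine kinase gene *EPHA2* had a log2 fold change of -0.69 (standard error 0.10, adjusted p = 9.14e-05 from edgeR), and the planar polarity gene *VANGL2* also one of -0.69 (standard error 0.14). The Notch ligand gene *JAG1* had one of -0.62 (standard error 0.11) and the growth factor gene *TGFB1* one of -0.67 (standard error 0.13). *SPHK1*, which makes sphingosine phosphate, was higher by a log2 fold change of 0.75 (standard error 0.18). *PLA2G4A*, which releases arachidonic acid for prostaglandins, was higher by 0.74 (standard error 0.20), and *IL6ST*, the receptor subunit through which LIF signals, by 0.68 (standard error 0.16). Of the 11 genes, 10 changed by more than 1.5-fold, the exception being *CTNNB1*, and none by more than 2-fold. The number over 1.5-fold ranged from 6 to 11 over the alternatives. It was 7 without control replicate 2 and 6 with offsets for GC content and gene length, with which *IL6ST* had a log2 fold change of 0.37.

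The median log2 fold change of the 11 genes was -0.67, and no test of the group is used as evidence, since the genes were chosen as changed on the same libraries. Without *CDYL*-sh replicate 2, *SPHK1* (log2 fold change 0.65, adjusted p = 0.0620, range 3.16e-06 to 0.0905) and *PLA2G4A* (log2 fold change 0.61, adjusted p = 0.132, range 0.00195 to 0.144) did not pass, and with limma on log2 FPKM only *EPHA2* and *MSX1* passed. From a larger network of receptivity and implantation genes (Fig. 4E), the paper states that *CTNNB1* is the main hub, and it takes the receptivity genes on to RT-qPCR (Fig. 5A). Read by eye, RT-qPCR levels were above control with *CDYL*-sh1 and *CDYL*-sh3 for *NOTCH1* (about 2.3 and 1.8) and *JAG1* (about 2.6 and 2.6). So were *TGFB1* (about 1.2 and 1.4) and *EPHA2* (about 1.6 and 1.8), and *GJA1* was at about 0.81 and 2.4. All of these were lower by RNA-seq, and the other genes had the same direction in both assays. The errors were as large as about 1.8 (*JAG1*, *CDYL*-sh1).

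**Figure D4:**
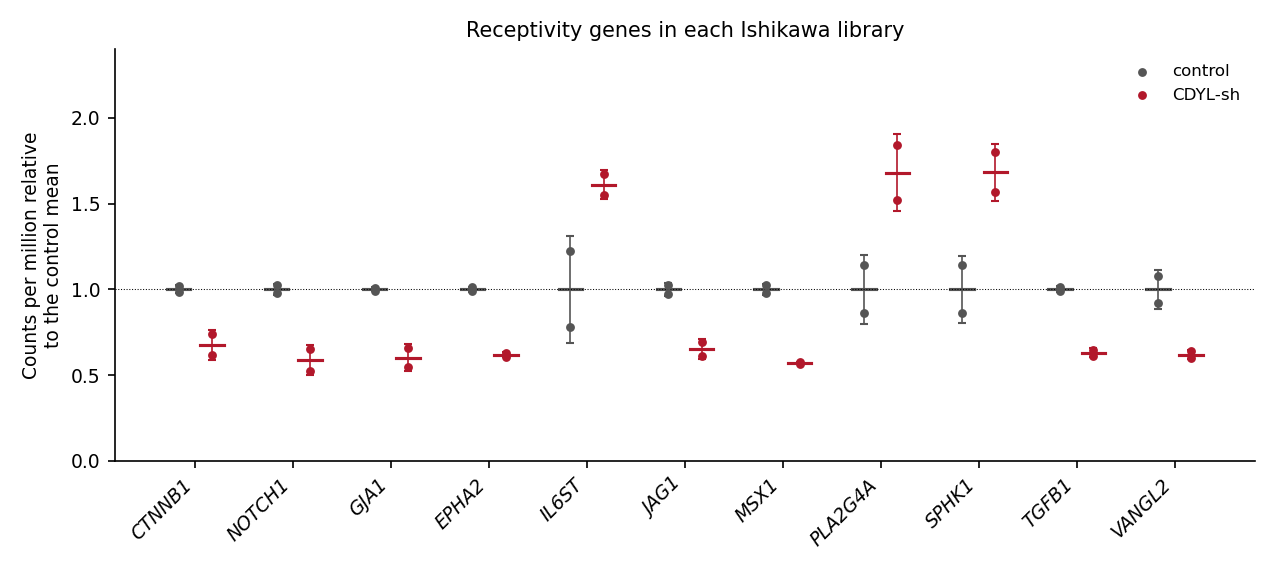
CPM of each of the 11 receptivity genes in each library, relative to the mean of the control libraries, with control in grey and *CDYL*-sh in red (points, libraries; horizontal bars, means; vertical bars, SD, n = 2). For *IL6ST*, *PLA2G4A* and *SPHK1* both *CDYL*-sh libraries lie above both control libraries, and for the other 8 genes they lie below.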

Importantly, *CTNNB1* was identified as the most important hub gene in the PPI network construction.

**FIGURE 4:**
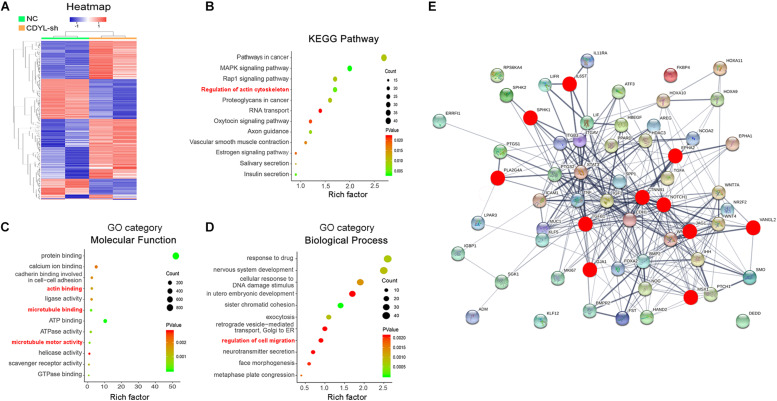
Analysis of transcriptome alternation in *CDYL* knockdown Ishikawa cells. **(A)** Hierarchical clustering of differentially expressed genes (DEGs). Rows in the heatmap correspond to DEGs, and columns correspond to individual samples. Functional enrichment analysis of DEGs, including KEGG pathway **(B)**, GO category molecular function **(C)**, and biological process **(D)**. **(E)** Protein–protein interaction (PPI) network analysis of the top 56 genes involved in the endometrial receptivity and implantation. Genes affected by the CDYL knockdown are marked in red.

### Knockdown of *CDYL* Decreased the *CTNNB1* Expression in Ishikawa Cells, Primary EECs, and Primary ESCs

We then validated the RNA-seq results of selected DEGs by RT-qPCR (Figure 5A). Among these genes, the mRNA level of *CTNNB1* was clearly decreased in *CDYL*-sh Ishikawa cells. Using shRNA technique, we convincingly verified that, in Ishikawa cells, primary EECs, and primary ESCs, the expression of CTNNB1 isoforms was reduced responding to the *CDYL* knockdown treatment (*P* < 0.05) (Figures 5B–G and Supplementary Figure S6). These findings suggested that the expression of *CTNNB1* in endometrial cells was regulated by *CDYL*.

**FIGURE 5:**
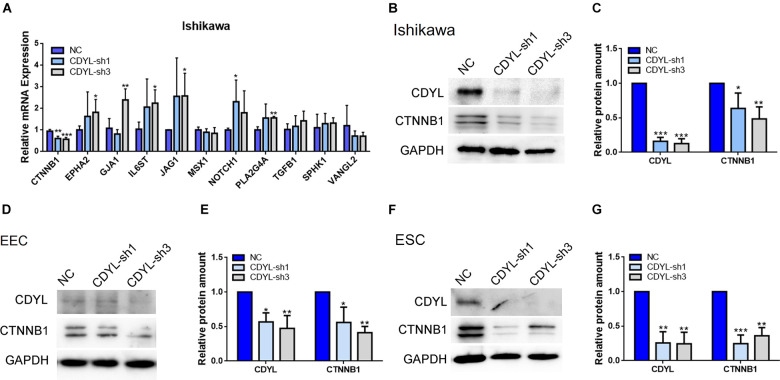
The decreased expression of *CTNNB1* after *CDYL* knockdown in Ishikawa cells, EECs, and ESCs. **(A)** DEGs involved in the endometrial receptivity and implantation were validated by RT-qPCR. Protein expression levels of CDYL and CTNNB1 were decreased after CDYL silencing in Ishikawa cells **(B,C)**, EECs **(D,E)**, and ESCs **(F,G)** shown by Western blot and densitometric quantification. *N* ≥ 3. All data are presented as mean ± SD. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001.

### *CTNNB1* Was Decreased in the Endometrium of Women With RIF

Therefore, we measured the expression levels of *CTNNB1* mRNA and protein in the endometrial tissues from the control and RIF groups. Our results showed that the expression of *CTNNB1* was down-regulated in the endometrium of the RIF group as well (*P* < 0.05) (Figures 6A–C).

**FIGURE 6:**
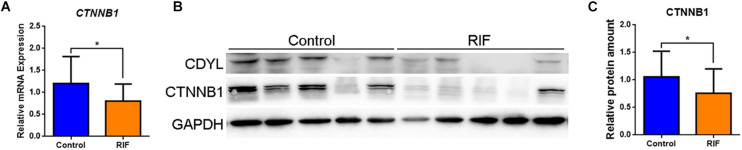
The expression of *CTNNB1* was decreased in the endometrium of women with RIF. **(A)** The mRNA expression levels of *CTNNB1* in control (*n* = 22) and RIF (*n* = 22) groups. **(B,C)** The protein expression levels of CTNNB1 in the control (*n* = 22) and RIF (*n* = 22) groups. All data are presented as mean ± SD. * *P* < 0.05.

### *CDYL*-Mediated *CTNNB1* Expression Was Involved in the Regulation of Cell Migration in Endometrial Cells

Using both knockdown- and overexpression-based approaches, we confirmed the positive regulatory role of *CDYL* in the expression of *CTNNB1* in Ishikawa cells (Figures 7A,B and Supplementary Figure S3). Notably, the migration capability was damaged in *CDYL*-sh Ishikawa cells (*P* < 0.05), but restored after transfection with either *CDYL*- or *CTNNB1*-overexpression plasmids (Figures 7C–F).

**FIGURE 7:**
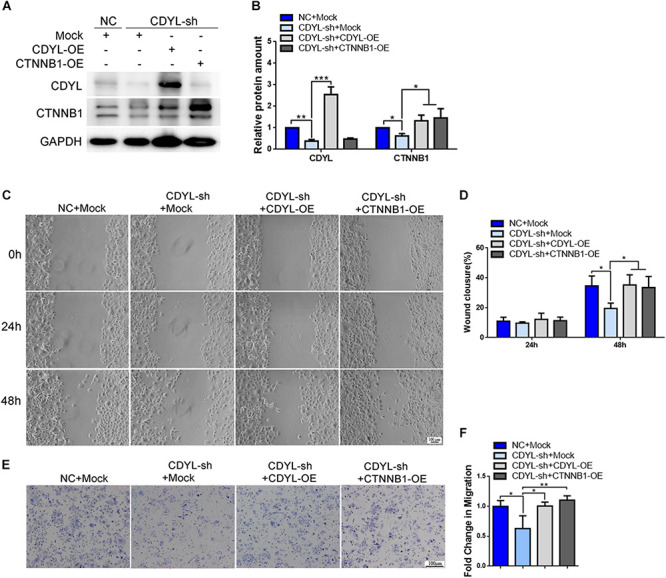
Effects of *CDYL* knockdown/over-expression on CTNNB1 expression and cell migration in Ishikawa cells. **(A,B)** Effects of CDYL on CTNNB1 expression level in Ishikawa cells by Western blot analysis (*n* = 3). Effects of CDYL on cell migration in Ishikawa cells by wound-healing assay **(C,D)** and transwell migration assay **(E,F)**. Bar = 100 μm. N = 3. All data are presented as mean ± SD. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001.

Similarly, the expression of *CTNNB1* was significantly decreased after knockdown of *CDYL*, which could be reversed by over-expression of either *CDYL* or *CTNNB1* in both primary EECs and ESCs (Figures 8A,B, 9A,B, respectively). The results from the transwell assay demonstrated that there was an inclination of reduced migration capability of EECs after *CDYL*-knockdown (Figures 8C,D). In contrast, the migration capability of ESCs was visibly impaired after *CDYL*-knockdown, as shown in the transwell assay and the wound healing experiment (*P* < 0.05). As expected, the declined migration rate in *CDYL*-sh ESCs could be partially rescued by over-expression of either *CDYL* or *CTNNB1* (Figures 9C–F and Supplementary Figure S7).

**FIGURE 8:**
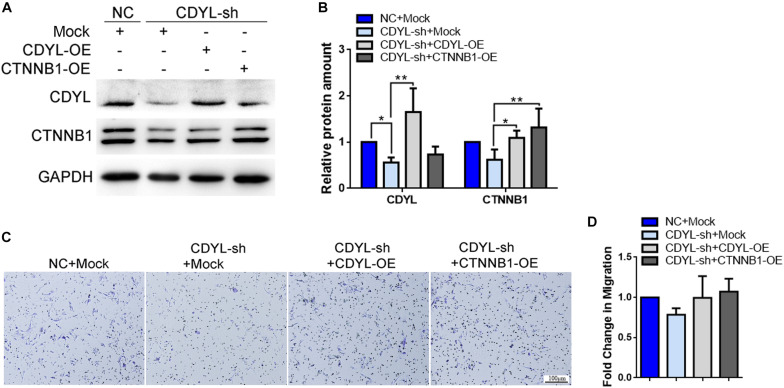
Effects of *CDYL* knockdown/over-expression on the expression of CTNNB1 and cell migration in primary endometrial epithelial cells. **(A,B)** Effects of CDYL on CTNNB1 expression level in EECs by Western blot analysis. **(C,D)** Effects of CDYL on cell migration in EECs by transwell migration assay. Bar = 100 μm. *N* = 3. All data are presented as mean ± SD. * *P* < 0.05; ** *P* < 0.01.

**FIGURE 9:**
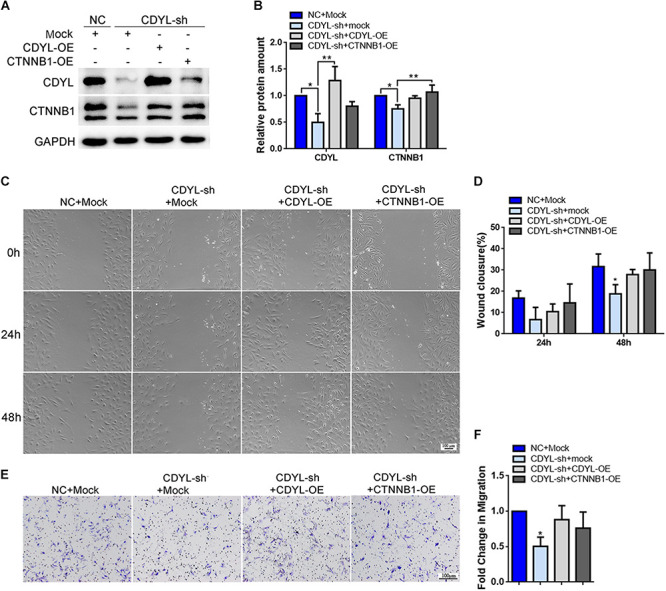
Effects of *CDYL* knockdown/over-expression on the expression of CTNNB1 and cell migration in primary endometrial stromal cells. **(A,B)** Effects of CDYL on CTNNB1 expression level in ESCs by Western blot analysis. Effects of CDYL on cell migration in ESCs by wound-healing assay **(C,D)** and transwell migration assay **(E,F)**. Bar = 100 μm. *N* = 3. All data are presented as mean ± SD. * *P* < 0.05; ** *P* < 0.01.

### *CDYL* Knockdown in ESCs Inhibited the Trophoblast Outgrowth *in vitro*

We further extended our observations on a heterologous co-culture system of embryo implantation. Human ESCs were transfected with *CDYL* shRNA and decidualized, mouse blastocysts were then plated onto treated ESCs. After 72 h, *CDYL*-sh ESCs displayed a marked deficiency in supporting trophoblast outgrowth, which mimic the process of trophoblast invasion during implantation *in vivo* (Figure 10).

**FIGURE 10:**
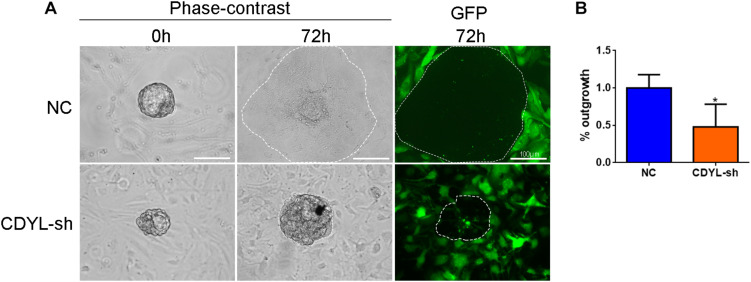
*CDYL* knockdown in ESCs inhibited the trophoblast outgrowth *in vitro.* **(A)** Representative images showing the spreading mouse trophoblast (dotted line) that co-cultured on control or *CDYL*-sh ESCs. **(B)** Quantification of the area of outgrowth. *N* = 4, mean value of control group was set to 100%. Data are presented as mean ± SD. * *P* < 0.05.

## Discussion

Even though a rapid progress of assisted reproductive technology (ART) has been achieved since 21st century, there are still a number of infertile women experiencing frequent ART failure after repeated attempts (Kushnir et al., 2017). Indeed, RIF with impaired endometrial receptivity is still a great challenge for clinicians toward improving pregnancy outcomes in ART. Despite intensive research efforts over several decades, the physiological and pathological mechanisms underlying RIF remain elusive (Zeyneloglu and Onalan, 2014).

Endometrium achieves the cyclical change involving regeneration, proliferation, differentiation, and desquamation in the reproductive age controlled by the ovarian steroidal hormones (Gellersen and Brosens, 2014). More and more evidence supported that these dynamic morphological and functional changes during the menstrual cycles are epigenetically regulated (Grimaldi et al., 2011; Tamura et al., 2014; Katoh et al., 2018). Epigenetic modifications mainly refer to the DNA methylation and histone modifications, of which histone methylation and acetylation are most studied (Zhou et al., 2011), that aberrant epigenetic modifications may be associated with the progress of endometriosis (Izawa et al., 2013; Forte et al., 2014; Zhang et al., 2017), recurrent miscarriage (Arias-Sosa et al., 2018; Yu et al., 2018), and implantation failure. For instance, *HDAC3* is critical for endometrial receptivity, such that loss of *HDAC3* caused an impaired decidualization through the abnormal activation of *COL1A1/2* genes in humans (Kim and Yoo, 2019).

CDYL, the CDYL protein, is a novel epigenetic regulator that comprised of a C-terminal crotonase-like fold and an N-terminal chomodomain (Liu S. et al., 2017). Based on the properties of chromodomain, CDYL is known as an H3K9me3 and H3K27me3 reader, which plays an essential role in the transmission/restoration of histone markers. Additionally, CDYL functions in the maintenance of cell identity by regulating the transcriptional profile epigenetically (Liu Y. et al., 2017; Qiu et al., 2019). CDYL has been proved participating in several physiological activities, including neuronal migration, neural development, transformation of tumor cells, even the X chromosome inactivation (Escamilla-Del-Arenal et al., 2013; Wu et al., 2013; Qin et al., 2017). Importantly, CDYL/Cdyl is a critical element for mouse spermatogenesis and male fertility (Xia et al., 2019). In the present study, we demonstrated for the first time that the expression level of CDYL was decreased in the mid-secretory phase of endometrium in women with RIF, which probably damaged the endometrial receptivity by affecting the migration of endometrial cells.

Using gene expression microarray analysis, we discovered the downregulation of *CDYL* mRNA in the endometrial samples obtained from patients with RIF (Figure 1) (Guo et al., 2018). We further detected the significantly lower expression of CDYL protein in the RIF group, consistent with the expression of LIF (Figure 1C), which is a marker of endometrial receptivity (Paiva et al., 2009; Cheng et al., 2017; Vagnini et al., 2019). In addition, the results obtained from ROC analysis revealed the high sensitivity and specificity to discriminate endometrial receptivity based on the CDYL expression levels of the endometrial tissues. It brought out an interesting question whether the high expression of CDYL in the mid-secretory phase is necessary for the establishment of endometrial receptivity. In another word, if the decreased expression of CDYL contributes to the impaired endometrial receptivity in women with RIF.

As discussed in Section “Introduction,” it has been well acknowledged that the migration capability of endometrial epithelial and stromal cells is essential for the later implantation process (Gonzalez et al., 2011; Weimar et al., 2013; Xu et al., 2019). Using the shRNA approach, we found the knockdown of *CDYL* depressed the migration ability of Ishikawa cells (Figure 3) and primary endometrial cells (Figures 8, 9). We have further proved that *CDYL*-sh ESCs displayed a marked deficiency in supporting trophoblast outgrowth when compared to the control cells (Figure 10), which suggesting the impaired capacity of decidualization.

In order to investigate the downstream effectors of CDYL that affecting cell migration, we examined the transcriptional profile in Ishikawa cells after shRNA-mediated knockdown of *CDYL*. We identified 1738 DEGs, among which, *CTNNB1* is evolutionarily conserved and plays an important role in the process of pregnancy. Animal studies using mouse models have shown that CTNNB1 is required for proper development of uterine functions, including estrous cycle establishment, embryo implantation, and placental vascularization, while the targeted depletion of *CTNNB1* in uterus results in impaired decidualization and infertility (Mohamed et al., 2005; Jeong et al., 2009; Zhang et al., 2012).

In the present study, we have detected the deceased expression of *CTNNB1* in the endometrium from RIF cases (Figure 6). Using both shRNA and overexpression approaches, we have verified the expression of *CTNNB1* was positively regulated by *CDYL in vitro* (Figures 5, 7–9). As we expected, the inhibitory effects of *CDYL* knockdown on cell migration could be efficiently rescued by *CTNNB1* overexpression (Figures 7, 9). Combining all our findings, we supposed that *CDYL* functions in the regulation of endometrial cell migration via mediating the *CTNNB1* expression. In that case, the underexpression of *CDYL* in endometrium could be a risk factor of poor endometrial receptivity and RIF. It should be noted that the precise mechanism needs to be carefully investigated, given the *CDYL* knockdown inducing profound alteration of transcriptome (Figure 4) and epigenetic modifications (Supplementary Figures S8, S9). These attempts would deepen our understanding of the molecular mechanisms underlying RIF, which may pave the way toward new diagnostic and therapeutic strategies.

## Data Availability Statement

The datasets generated for this study can be found in the GSE141239.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Institutional Ethics Committee of Ruijin Hospital, Shanghai Jiao Tong University, School of Medicine. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the Animal Ethics Committee of Shanghai Jiao Tong University School of Medicine (DAS-A-2016-038).

## Author Contributions

AZ, BX, and XX designed the experiments. BX, DZ, and XJ recruited the participants and collected the samples. XZ performed the experiments. XZ and XX analyzed the data and wrote the manuscript. H-MC and PL reviewed the manuscript for intellectual content. All authors read and approved the final version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Loss of CDYL Results in Suppression of CTNNB1 and Decreased Endometrial Receptivity
**Source:** Front Cell Dev Biol. 2020 Feb 25;8:105. doi: 10.3389/fcell.2020.00105
**Supplement:** TABLE S1 — Primers used in this study.

**Supplemental data**

Table S1 *Primers used in this study.*

| Gene | Sequence (5’-3’) |
| --- | --- |
| CDYL-F | GCCGGTCGGAGCTTTATTG |
| CDYL-R | CGGAGATGTACCTTTCCCGTT |
| CTNNB1-F | CATCTACACAGTTTGATGCTGCT |
| CTNNB1-R | GCAGTTTTGTCAGTTCAGGGA |
| EPHA2-F  EPHA2-R | TGGCTCACACACCCGTATG  GTCGCCAGACATCACGTTG |
| GJA1-F | CAATCTCTCATGTGCGCTTCT |
| GJA1-R | GGCAACCTTGAGTTCTTCCTCT |
| IL6ST-F | CGGACAGCTTGAACAGAATGT |
| IL6ST-R | ACCATCCCACTCACACCTCA |
| JAG1-F  JAG1-R | GTCCATGCAGAACGTGAACG  GCGGGACTGATACTCCTTGA |
| MSX1-F | ACACAAGACGAACCGTAAGCC |
| MSX1-R | CACATGGGCCGTGTAGAGTC |
| NOTCH1-F  NOTCH1-R | GAGGCGTGGCAGACTATGC  CTTGTACTCCGTCAGCGTGA |
| PLA2G4A-F | ATGGATGAAACTCTAGGGACAGC |
| PLA2G4A-R | CTGGGCATGAGCAAACTTCAA |
| TGFB1-F | CAATTCCTGGCGATACCTCAG |
| TGFB1-R | GCACAACTCCGGTGACATCAA |
| SPHK1-F | GGCTGCTGTCACCCATGAA |
| SPHK1-R | TCACTCTCTAGGTCCACATCAG |
| VANGL2-F | ACCGCTCTAAGAGTCGAGATG |
| VANGL2-R | GTTACTACTGTCGTCGTTTCCC |
| GAPDH-F | TGACTTCAACAGCGACACCCA |
| GAPDH-R | CACCCTGTTGCTGTAGCCAAA |

# Supplementary material for: Loss of CDYL Results in Suppression of CTNNB1 and Decreased Endometrial Receptivity
**Source:** Front Cell Dev Biol. 2020 Feb 25;8:105. doi: 10.3389/fcell.2020.00105
**Supplement:** TABLE S2 — Antibodies used in this study.

**Supplemental data**

Table S2 *Antibodies used in this study.*

| Antibody | Dilution ratio | Product details |
| --- | --- | --- |
| Anti-CDYL rabbit polyclonal antibody | 1:600 | Novusbio, USA,  # NBP2-15851 |
| Anti-CTNNB1 mouse monoclonal antibody | 1:1000 | Abcam, USA,  # ab32572 |
| Anti-GAPDH rabbit monoclonal antibody | 1:1000 | Cell Signaling, USA,  #5174 |
| Anti-rabbit IgG, HRP-linked antibody | 1:3000 | Cell Signaling, USA,  #7074 |
| Anti-mouse IgG, HRP-linked Antibody | 1:3000 | Cell Signaling, USA,  #7076 |

# Supplementary material for: Loss of CDYL Results in Suppression of CTNNB1 and Decreased Endometrial Receptivity
**Source:** Front Cell Dev Biol. 2020 Feb 25;8:105. doi: 10.3389/fcell.2020.00105
**Supplement:** TABLE S3 — The effective target sequences for CDYL shRNA.

**Supplemental data**

Table S3 *The effective target sequences for CDYL shRNA.*

| ShRNA Name | Sequence (5’-3’) |
| --- | --- |
| Negative control | TTCTCCGAACGTGTCACGTAA |
| CDYL-sh1 | GCGTCTTCTGTTGTGGACTTGACTT |
| CDYL-sh2 | GCAAGATAATGGGAGGAGCATCTGCA |
| CDYL-sh3 | GAGATATTGTGGTCAGGAA |

How the deposited data were processed for this re-analysis (not part of the article)

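Transcripts were measured by RNA-seq in Ishikawa cells, in 2 libraries with a negative control shRNA and 2 libraries with a *CDYL* shRNA. The other experiments of the paper (tissue, primary cells, RT-qPCR, Western blots and migration assays) have no sequencing data here and were left out. As the paper states, libraries were made with the TruSeq RNA kit, sequenced as paired-end reads on a HiSeq instrument, and aligned to GRCh38.p10 with TopHat. The submitters' processing notes name TopHat, RSEM, edgeR and GRCh38.p10. The deposited table gives, for 58522 genes and each library, an expected count, which is an estimated number of reads and often not whole, and an FPKM, normalized by the authors for gene length and depth. Of these genes, 58233 carry Ensembl identifiers and 289 carry identifiers of assembled loci with no name, and no annotation release is stated. Symbols were found for 98.1% of all identifiers, and 99.5% of the genes in the lists below were found, older symbols included. Positions, GC content and lengths came from GENCODE release 44 on GRCh38.

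Total counts were 27688447 and 26981051 in the control libraries and 27451007 and 22341852 in the *CDYL*-sh libraries. Expected counts were rounded to whole numbers and filtered with edgeR's filterByExpr, which kept 16158 genes. They were normalized by TMM and tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest), *CDYL*-sh against control with no other term. All adjusted p-values of genes come from this test unless another tool is named, with Benjamini-Hochberg over the genes tested and a threshold of 0.05. Standard errors are those of the log2 fold change, the prior count was 2, and CPM are counts scaled by the TMM library sizes. A fold against a group with no counts was computed against a floor of 3 counts over the group and covers counting error only. The common dispersion was 0.00971. With 2 libraries against 2, no other split of the samples can test the number of DEGs, and no test for an outlying library applies.

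Gene groups were 37 lists. They comprised the 11 receptivity genes the study marks, and textbook lists for receptivity, Wnt and Notch signalling, the cytoskeleton, migration and junctions. Other lists covered the cell cycle, DNA repair, stress responses, metabolism, chromatin, transport, mitochondria, ribosomes, reference genes and markers of other cell types. For each list the members past the test were counted, over all genes tested and adjusted over the list alone. The direction of a list was tested with camera from limma, with a preset correlation of 0.01, and the over-representation of DEGs with a one-sided Fisher's exact test against all genes tested, each adjusted by Benjamini-Hochberg over the 37 lists. The background of Fisher's exact test was not matched for expression level. Camera with an estimated correlation and fry were run as alternatives, and no list passed with either as a shift in one direction. With an estimated correlation the adjusted p was 0.984 for each of the 37 lists, so it does not tell the lists apart. The mixed test of fry, which also counts opposite changes within a list, passed for 33 lists. The results of some genes and of 1 list are not reported here.

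The comparison, tests, threshold, lists, all alternatives but 1, and the rule for naming genes were fixed before the data were examined. The rule took every gene the paper's text names, the 8 genes with the largest change in each direction (adjusted p under 0.05, a mean of at least 5 CPM and no overlap between the groups), and up to 4 members of each list, by adjusted p or, for markers of other cell types, by abundance. The alternatives were other normalizations (RLE, upper quartile, library size only), no filter or at least 10 counts in every library, DESeq2, limma-voom, edgeR's likelihood ratio and exact tests, a replicate block, and each library left out. Counts that were not rounded, limma on log2 FPKM with a pseudocount of 1 or 0.1 (genes with a mean FPKM of at least 0.5), and other thresholds were also run. In a fit without 1 library, the lone library of its group is assumed to vary like the others. An alternative with offsets for GC content and gene length, fitted per library as a smooth of log2 CPM, was chosen after seeing the data.

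The test was run on simulated data with the depth and spread of these libraries, with 200 changed genes in each of 5 runs on at least 15864 genes tested. It recovered 9.6% of genes changed 1.25-fold, 59.6% at 1.5-fold, 89.2% at 2-fold and 100% at 4-fold, and 5.0% of its calls were unchanged genes. That share holds for data with no GC trend. The recovery rates were not split by abundance, and each run changed 200 genes against 4157 called in these libraries. They may therefore not hold for every gene tested here. A simulated GC trend alone, of a size not fitted to these libraries, gave 5075 calls without the GC and length offsets and 1 with them. Target sequences of the shRNAs were searched in the annotated transcripts over their full length. Enrichment in KEGG and GO terms and the interaction network were not repeated, since their gene sets were not at hand. The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, mgcv 1.9.3 and data.table 1.17.8, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.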

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

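The results here concern genes that the paper's text does not discuss and that differed between *CDYL*-sh and control. The tests of neural RNA, of *REST* and of *TPRN* were chosen only after these results were seen, as were the GC and length offsets themselves.

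Of 40 measured neuronal genes that REST represses outside the nervous system, 15 were higher and 3 were lower, with the same counts adjusted over the list alone, a median log2 fold change of 0.33 and a camera adjusted p of 0.00500 (0.000331 to 0.0282 over 15 alternatives, but adjusted p = 0.984 with an estimated correlation). With GC and length offsets the median was 0.35 and each of the 15 genes stayed higher, which argues against a GC or length bias. RNA from neural cells in the CDYL-sh libraries is argued against by 16 transcripts abundant in neural cells, whose median rise was 0 CPM and largest rises 1.14 CPM (*SCG2*) and 0.783 CPM (*SNAP25*), against 28.6 CPM for *UNC13A*. Lower *REST* mRNA is argued against by its log2 fold change of 0.44 (standard error 0.14, adjusted p = 0.0283), which was positive in every alternative, though past the test neither with the offsets (0.21, adjusted p = 0.113), nor with limma on log2 FPKM (adjusted p = 0.386 and 0.398), nor without control replicate 2 (0.28) or *CDYL*-sh replicates 1 and 2 (0.41 and 0.46), with adjusted p from 0.00747 to 0.398. CDYL is known as a corepressor that binds REST, and weaker repression at REST sites in cells with less CDYL may explain the rise, a hypothesis that these data, without chromatin or protein, do not test.

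*TMEM203* had 302 and 329 expected counts in the control libraries and is listed at 0 in both *CDYL*-sh libraries, at least 194-fold lower against a floor of 3 counts over the group. It shares 112 bp with *TPRN*, and in the control libraries the counts of both genes add up to whole numbers (3267 and 3213), so shared reads were divided between them. The 112 bp are part of a gene of 1567 bp, so giving only the shared reads to *TPRN* would leave any others on *TMEM203*. The gain this predicts for *TPRN* is not known. If instead all reads of *TMEM203* were given to *TPRN*, *TPRN* should gain the 11.6 CPM that *TMEM203* lost. *TPRN* gained 4.57 CPM, with an SD of 7.48 CPM between the *CDYL*-sh libraries. The sum of both genes was 119 CPM (SD 2.68) in control and 112 CPM (SD 7.48) in *CDYL*-sh. A loss of *TMEM203* mRNA and an assignment of all its reads to *TPRN* therefore cannot be told apart. The spread of *TPRN* is larger than its change, and no reads are at hand.

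Other lists moved as a group by camera with a preset correlation of 0.01, and each has an adjusted p of 0.984 with an estimated correlation. Of 38 HIF targets and glycolytic enzymes, 13 were higher and 1 was lower, with the same counts adjusted over the list alone and a median log2 fold change of 0.12 (adjusted p = 0.0424, 0.00655 to 0.304 over 15 alternatives). *CA9*, *ANGPTL4* and *LOX* rose by 3.70 (standard error 0.40), 1.53 (standard error 0.18) and 1.56 (standard error 0.19) on the log2 scale, and *CA9* by 3.10 and 4.64 without control replicates 1 and 2. The call of this list was lost without control replicate 1 (median 0.03, adjusted p = 0.304) and without *CDYL*-sh replicates 1 and 2 (adjusted p = 0.0589 and 0.0693), and the list kept it in 8 of the 15 alternatives. It was also lost with at least 10 counts in every library (adjusted p = 0.0601) and with limma on log2 FPKM (adjusted p = 0.0785 and 0.117). Of the 13 protein-coding genes of the mitochondrial genome, 8 were lower (10 adjusted over the list alone), with a median of -0.37 (adjusted p = 0.00500, 0.000111 to 0.0289 over the alternatives). *MT-ND5* and *MT-ND1* had log2 fold changes of -0.84 and -0.79 (standard error 0.12 each), and mitochondrial counts were 3.2% and 3.07% of the control libraries and 2.61% and 2.26% of the *CDYL*-sh libraries.

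Of 73 nuclear-encoded subunits of oxidative phosphorylation, 5 were higher (1 adjusted over the list alone), among them *NDUFA7* at 0.65 (0.36 and not past the test without control replicate 1), with a median of 0.17 (adjusted p = 0.0361, 0.000420 to 0.703 over the alternatives). This call was lost without control replicate 1 (median 0.05, adjusted p = 0.703), without *CDYL*-sh replicate 2 (median 0.07, adjusted p = 0.490) and with GC and length offsets (adjusted p = 0.264). Of 78 ribosomal protein genes, 22 were higher (23 adjusted over the list alone), with a median of 0.30 (adjusted p = 2.30e-05, 7.88e-09 to 0.0729 over the alternatives), and the call was lost without control replicate 1 (median 0.16, adjusted p = 0.0729). *RPL7* rose by 0.51 (standard error 0.11). Of 6 measured fibroblast and stromal markers, *COL1A1*, *ACTA2* and *SPARC* were lower (the same adjusted over the list alone), with a median of -0.60 (adjusted p = 0.0383, 0.0290 to 0.156 over the alternatives). This call was lost without control replicate 1 (adjusted p = 0.128) and without *CDYL*-sh replicates 1 and 2 (adjusted p = 0.0600 and 0.0657), and it held in 5 of the 15 alternatives. *COL1A1* had a log2 fold change of -0.82 (standard error 0.17). *ACTA2*, at -1.63, did not pass without control replicate 1 (-1.53) or *CDYL*-sh replicates 1 and 2 (-1.48 and -1.80), and *SPARC*, at -0.37, did not pass without any 1 of the 4 libraries (-0.45 to -0.30).

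Among genes with a mean of at least 5 CPM, the largest log2 fold changes in genes the paper's text does not name were 4.24 for *UNC13A*, 3.70 for *KCNK3*, 2.72 for *CHGA*, 2.59 for *CAMK2N2*, 2.53 for *NDUFA4L2*, 2.13 for *RGPD6*, 2.1 for *NDRG1* and 2.09 for *MAL*. In the other direction they were -2.05 for *TCFL5*, -2.05 for *TAGLN*, -1.90 for *COL8A2*, -1.86 for *FSD1*, -1.84 for *GDPD5* and -1.84 for *SLC36A1*, beside *TMEM203*. Without 1 library, *KCNK3* moved to 4.35 (without control replicate 2) and *RGPD6* to 3.73, 1.39 and 1.26 (without control replicates 1 and 2 and *CDYL*-sh replicate 2).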

How the results depend on the processing

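The GC and length offsets were chosen only after seeing the data. *CDYL* kept its direction and stayed past the threshold in 18 of 18 alternatives (log2 fold change -2.43 to -2.05) and *CTNNB1* in 16 (-0.72 to -0.44). The normalizations, filters and other count-based tools gave 3524 to 4712 DEGs. With limma on log2(FPKM + 1) and log2(FPKM + 0.1), *CTNNB1* kept its direction (-0.56 and -0.57) but did not pass, *CD4* turned from -0.62 to 0.12 under both, and DEGs numbered 461 (224 higher, 237 lower) and 507 (255 higher, 252 lower). The receptivity genes past the test then numbered 2 and 2, and the over-represented lists 5 and 5, against 11 and 12. Stricter thresholds leave fewer DEGs by construction. There were 770 (498 higher, 272 lower) with a fold above 2, 2218 (1364 and 854) with a fold above 1.5, and 2296 (1236 and 1060) at an adjusted p under 0.01. At an unadjusted p under 0.05, there were 2720 (1064 lower) with a fold above 1.5 and 1007 (629 and 378) with a fold above 2. Of the receptivity genes, 0 had a fold above 2 by either p. Without 1 library, with fewer samples to test, DEGs numbered 2082 (without *CDYL*-sh replicate 2) to 4006, with 1159 to 2078 higher and 923 to 1928 lower, 8 to 11 receptivity genes, 3 to 6 lists that moved by camera and 10 to 16 over-represented lists. With a replicate block there were 5393 DEGs, 4 lists that moved by camera and 21 over-represented lists. The camera calls of the receptivity, hypoxia, retrograde transport and stromal lists were lost with this block. Nothing states that the numbers in the labels pair the libraries, and the deviations of libraries with the same number have a correlation across genes of 0.0300 (Pearson) and 0.129 (Spearman). Camera gave 8 lists with the preset correlation, 5 with GC and length offsets, 0 with an estimated correlation (0 also at an unadjusted p under 0.05), and fry gave 0 in one direction (8 at an unadjusted p under 0.05) and 33 with its mixed test. Over-represented lists numbered 23 with no filter on low counts and, against 12, 11 among higher genes alone and 3 among lower genes alone. The receptivity genes, chosen by the study on these libraries, are 1 of the 8 and 1 of the 12, and these tests are no evidence for genes so chosen. Of the 164 named genes, some no longer passed without 1 library, whichever was left out, and 3 no longer passed with DESeq2. With the FPKM settings, 80 and 79 of the 160 left no longer passed, not counting *CD4*, which changed direction under both. The filter of at least 10 counts keeps 161 of the 164 named genes and removes *TMEM203*. Where no construction is named, the cause was not tested. At this depth and n, 59.6% of the genes simulated with a change of 1.5-fold were recovered, so a gene not past the test may have changed by as much. This rate was not split by abundance and may be different for genes with few counts.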

Differences from the paper's values

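The number of DEGs was 4157 here, at an adjusted p under 0.05 with no minimum fold change, and the paper's number is 1738. The paper's text gives no threshold for the DEGs of this experiment. It refers to an earlier study for the method, and for the microarray DEGs of that study it gives a fold change above 2 with an adjusted p under 0.05, which gives 770 here. Of the 11 receptivity genes, 0 pass that threshold here, and the paper describes several of them as changed by more than 1.5-fold. Of the alternatives set before the data were examined, 3 come within 1.5 times of the paper's number: without *CDYL*-sh replicate 2 (2082), an adjusted p under 0.05 with a fold change above 1.5 (2218), and an adjusted p under 0.01 (2296). The other 20 do not, and they include the fold change above 2 with an adjusted p under 0.05 (770) and limma on log2 FPKM (461 and 507).

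The RT-qPCR of Fig. 5A, read by eye, gives mRNA levels relative to control for each hairpin, and the values here are the ratios from RNA-seq over both *CDYL*-sh libraries, another assay. Of 22 values over 11 genes, 9 differ from those here by more than 1.5 times and by more than the error, and 13 do not. For *EPHA2* the paper's level is about 1.8 with *CDYL*-sh3 (Fig. 5A), and here it was 0.618. With *CDYL*-sh1 it is about 1.6 with an error of about 1.1 (Fig. 5A), also above 1, and is counted as not differing for that error. For *GJA1* it is about 2.4 with *CDYL*-sh3 (Fig. 5A), and here 0.603, while with *CDYL*-sh1 it is about 0.81 (Fig. 5A) and does not differ. For *JAG1* it is about 2.6 with *CDYL*-sh1 and about 2.6 with *CDYL*-sh3 (Fig. 5A), and here 0.653. For *MSX1* it is about 0.9 with *CDYL*-sh1 (Fig. 5A), and here 0.571. For *NOTCH1* it is about 2.3 with *CDYL*-sh1 and about 1.8 with *CDYL*-sh3 (Fig. 5A), and here 0.588. For *TGFB1* it is about 1.2 with *CDYL*-sh1 and about 1.4 with *CDYL*-sh3 (Fig. 5A), and here 0.630. None of the alternatives set before the data were examined brings any of these values close to the paper's. For *CTNNB1* the levels are close, about 0.61 and about 0.57 (Fig. 5A) against 0.676 here. *CTNNB1* is 1 of 5 genes for which neither hairpin differs, with *IL6ST*, *PLA2G4A*, *SPHK1* and *VANGL2*.

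The paper describes DEGs enriched in KEGG and GO clusters of the cytoskeleton and of migration. With the lists used here, which are not those terms, the actin cytoskeleton (adjusted p = 0.000187, passing in 18 of 18) and the microtubule motors (adjusted p = 0.0183, passing in 12 of 18 alternatives, range 2.98e-05 to 1.0) passed Fisher's exact test, and the genes of cell migration and matrix did not (adjusted p = 0.0923, passing in 5 of 18 alternatives, range 0.000927 to 0.512).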

Other observations

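Of 40 other measured genes of receptivity, implantation and decidualization, 10 were higher and 5 were lower in *CDYL*-sh (12 and 6 adjusted over the list alone, camera adjusted p = 0.413). *PAEP*, which encodes the secretory-phase protein glycodelin, rose from 0.976 ± 0.111 CPM (SD, n = 2) to 7.17 ± 0.521 CPM (SD, n = 2), a log2 fold change of 2.87 (standard error 0.27, adjusted p = 1.02e-06 from edgeR). The laminin gene *LAMB3* rose by 0.84 (standard error 0.12) on the log2 scale. For the LIF receptor gene *LIFR* the deposited measures disagree: the counts passed the test with a log2 fold change of 1.52 (standard error 0.30), but the FPKM were 0.44 and 0.41 in control and 0.46 and 0.36 in *CDYL*-sh. *SOX17*, a transcription factor gene of the endometrial epithelium, had a log2 fold change of -0.72 (standard error 0.10). *IGFBP1*, a decidual marker singled out after its values were seen, had one of -2.24 (standard error 0.53), but did not pass without *CDYL*-sh replicate 2 (-1.88, adjusted p = 0.0648, range 0.000153 to 0.12 over the alternatives). *LIF* had a log2 fold change of 0.75 (standard error 0.33, adjusted p = 0.105). Of 30 direct targets of Wnt signalling, 4 were higher and 5 were lower (6 and 7 adjusted over the list alone), with *LGR5* and *JUN* up by 1.14 and 0.81 and *RNF43*, *FGF18* and *CCND1* at -1.18, -0.87 and -0.52. Of 50 components of the Wnt pathway, 7 were higher and 11 were lower (the same adjusted over the list alone), with *RYK* and *BCL9* both at -0.99 and *APC* at 0.93. Of 29 further genes of Notch signalling, 3 were higher and 5 were lower (the same adjusted over the list alone). Among them *PSEN2*, *NRARP* and *JAG2* had log2 fold changes of -1.46, -0.92 and -0.79, and *ADAM10* had one of 0.71.

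Of 70 genes of mitosis and chromatid cohesion, 26 were higher and 10 were lower (31 and 12 adjusted over the list alone, Fisher's exact test adjusted p = 6.71e-05, camera adjusted p = 0.0878), with *TTK*, *TOP2A* and *SMC3* up by 1.1, 0.98 and 0.96 on the log2 scale. The GC contents of these named genes are 36.4%, 38.9% and 37.3%, and genes under 40% GC were more often higher than lower. The list passed Fisher's exact test in 16 of 18 alternatives. The mitosis list had a median log2 fold change of 0.258, which was 0.264 without control replicate 1. Its camera adjusted p ranged from 0.00888 to 0.302 over the alternatives and was 0.984 with an estimated correlation. Of 55 replication genes, 6 were higher and 10 were lower (7 and 12 adjusted over the list alone), with *UHRF1* and *MCM2* at -0.91 and -0.58. Of 70 DNA repair genes, 21 were higher and 8 were lower (23 and 11 adjusted over the list alone, Fisher adjusted p = 0.0120, passing in 16 of 18 alternatives), with *ERCC5* at 1.59 and *H2AX* at -0.94. Of 31 p53 targets, 6 were higher and 5 were lower (the same adjusted over the list alone). Among these, the cell cycle inhibitor gene *CDKN1A* rose by 1.41 (standard error 0.12), and *MDM2* had a log2 fold change of -0.98 (standard error 0.13). Of 62 genes of the unfolded protein and amino acid responses, 21 were higher and 10 were lower (22 and 12 adjusted over the list alone, Fisher adjusted p = 0.000322), with *NUPR1* and *GDF15* up by 2.03 and 1.15 and *CRELD2* at -0.85.

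Of 59 genes of retrograde vesicle transport and exocytosis, 21 were higher and 5 were lower (22 and 6 adjusted over the list alone, Fisher adjusted p = 0.00884), with *COPB1* and *ARF4* up by 1.07 and 0.88. This list had a median log2 fold change of 0.23 and a camera adjusted p of 0.0361 (0.00227 to 0.12 over 15 alternatives, and adjusted p = 0.984 with an estimated correlation). The camera call was lost without control replicate 2 (adjusted p = 0.12) and *CDYL*-sh replicates 1 and 2 (adjusted p = 0.0636 and 0.0557), and it held in 11 of the 15 alternatives. Of 54 genes of the nuclear pore and RNA export, 14 were higher and 13 were lower (16 and 13 adjusted over the list alone, Fisher adjusted p = 0.000812, but 0.0718 without control replicate 2, range 1.70e-07 to 0.304), with *UPF2* at 1.23 and *NUP93* at -0.78. Of 39 immediate-early and MAPK feedback genes, 10 were higher and 9 were lower (12 and 9 adjusted over the list alone, Fisher adjusted p = 0.00884, but 0.0523 and 0.0943 without control replicates 1 and 2, range 8.53e-05 to 0.0943). Among them *DUSP4* rose by 1.70 and *SPRY4* had a log2 fold change of -1.01. Of 24 heat shock genes, 6 were higher and 7 were lower (7 and 9 adjusted over the list alone, Fisher adjusted p = 0.0120, but 0.211 without control replicate 2, range 2.27e-05 to 0.449), with *DNAJB1* at -0.80 and *HSP90AA1* at 0.72. DEGs were also over-represented among the REST-repressed neuronal genes (adjusted p = 0.0210, but 0.0818 without control replicate 1, range 1.51e-05 to 0.0838). For the mitochondrial genome the adjusted p was 0.0210, but 0.212 and 0.331 without control replicates 1 and 2 and 0.146 without *CDYL*-sh replicate 2, range 1.48e-05 to 0.331.

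The other lists passed neither test. Of 47 interferon-stimulated genes, 6 were higher and 5 were lower (7 and 6 adjusted over the list alone), and of 23 NF-kB and inflammatory genes, 2 were higher and 4 were lower. Of 24 genes of epithelial-mesenchymal transition, 3 were higher and 4 were lower, and of 35 cholesterol genes, 5 were higher and 2 were lower, with *SCD* at 1.13. Of 25 estrogen receptor targets, 4 were higher and 2 were lower, and of 32 chromatin partners of CDYL, 4 were higher and 4 were lower (4 and 5 adjusted over the list alone), with *HDAC3* at -0.11 (standard error 0.10, adjusted p = 0.445). Of 20 histone genes, *H2BC5* was higher and *H2AX* and *H2AZ1* were lower. Of 11 epithelial markers, 4 were higher and 2 were lower (4 and 3 adjusted over the list alone). Among markers of other cell types, *PECAM1* was higher of 6 endothelial markers (log2 fold change 1.69, standard error 0.26, with 1 higher and 1 lower adjusted over the list alone). Of 5 immune markers *CD68* was higher and *CD4* was lower (-0.62, but -0.57 and not past the test without *CDYL*-sh replicate 2, and 0.12, in the other direction, with limma on log2 FPKM), and the stromal marker *COL1A2* had a log2 fold change of -0.23 (standard error 0.18, adjusted p = 0.379). Where no other count is given, that adjusted over the list alone was the same. The median, the mean and the camera direction differ in sign for the lists of epithelial-mesenchymal transition, cholesterol, estrogen targets, CDYL partners, RNA export, epithelial markers and reference genes.

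The direction of change moved with GC content across genes, with a Spearman correlation of GC content and log2 fold change of -0.204, where genes are not independent replicates. The second test below was chosen only after this was seen. A GC bias as the source of most DEGs is argued against by the GC and length offsets, with which 90.1% of the 4157 DEGs stayed past the threshold in the same direction, among 5323 in all. GC trends that arise between libraries of one condition are in line with a correlation of 0.427 for the difference between the 2 control libraries, larger in size than that between the groups, so part of the trend with *CDYL*-sh may be technical. The correlation for the difference between the 2 *CDYL*-sh libraries was 0.107, smaller in size than that between the groups. Whether a part of the trend follows the knockdown stays open, since 2 libraries in each group do not separate it from a difference between libraries.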
